# Datasets of microarray analysis to identify *Gpr137b*-dependent interleukin-4-responsive genes in the mouse macrophage cell line RAW264

**DOI:** 10.1016/j.dib.2019.01.017

**Published:** 2019-01-21

**Authors:** Zohirul Islam, Aya Horikawa, Takashi Inui, Osamu Ishibashi

## Abstract

Macrophages are classified mainly into two subtypes, M1 and M2, which exhibit distinct phenotypes, based on their microenvironment. We have recently demonstrated that *Gpr137b* is abundantly expressed in RAW264 macrophages, “*Gpr137b* is an orphan G-protein-coupled receptor associated with M2 macrophage polarization” (Islam et al., in press) [1]. Although recent studies have suggested that G-protein-coupled receptors (GPCRs) are associated with M1/M2 macrophage polarization (“G-protein-coupled bile acid receptor 1 (GPBAR1, TGR5) agonists reduce the production of proinflammatory cytokines and stabilize the alternative macrophage phenotype” (Hogenauer et al., 2014) [2], “Leukotriene B4 promotes neovascularization and macrophage recruitment in murine wet-type AMD models” (Sasaki et al., 2018) [3]), available information about GPCR-mediated macrophage polarization is still limited. This prompted us to generate *Gpr137b*-knockout (KO) RAW264 clones using the CRISPR/Cas9 genome editing system to elucidate the function of *Gpr137b* in interleukin (IL)-4-induced M2 macrophage polarization (Islam et al., in press) [1].

Here we present the datasets of a microarray analysis to identify *Gpr137b*-dependent IL-4-responsive genes in RAW264 cells. The raw microarray data are available in the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE117578, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE117578.

**Specifications table**

**Table:** 

Subject area	Biology
More specific subject area	Transcriptomics
Type of data	Figures, Microarray data
How data was acquired	Affymetrix Clariom S Assay, mouse
Data format	Raw data (CEL files)
Experimental factors	*Gpr137b*-knockout and wildtype RAW264 macrophages with or without interleukin-4 treatment
Experimental features	Two *Gpr137b*-knockout and two wildtype clones of RAW264 macrophages were established using the CRISPR/Cas9 genome editing system. These clones were treated with or without interleukin-4 and subjected to microarray-based gene expression analysis.
Data source location	Osaka Prefecture University, Sakai, Japan
Data accessibility	The microarray datasets in this article are available through Gene Expression Omnibus database (NCBI) (Accession Number GSE117578).
Related research article	Zohirul Islam, Takashi Inui and Osamu Ishibashi. *Gpr137b* is an orphan G-protein-coupled receptor associated with M2 macrophage polarization. Biochemical and Biophysical Research Communications, in press [1].

**Value of the data**

• Signaling pathways involving *Gpr137b* in IL-4-induced M2 macrophage polarization can be clarified.
• The datasets enrich information about M2 macrophage polarization-associated genes.
• The datasets can provide novel insights into the macrophage-related post-inflammation tissue repair.

## 1 Data

RNA quality was assessed by RNA integrity number equivalent (RINe), a representative index to assess RNA quality. The RINe values of all RNA samples used for the experiment were more than 9.2 (Fig. 1). To visualize differential gene expression among the experimental groups a heatmap was generated from normalized data using the Affymetrix® Transcriptome Analysis Console 4.0 software (Supplementary file 1). 

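RAW264 is a mouse macrophage-like cell line, and IL-4 is a cytokine that acts on macrophages through its receptor and the transcription factor Stat6. RNA from 2 Gpr137b-WT and 2 Gpr137b-KO clones was hybridized after 48 h with or without IL-4, which gave 8 arrays in 4 groups. For IL-4 treatment the paper changed the cells to a serum-deprived medium. It does not state whether cells without IL-4 had the same change, so each IL-4 effect below may include one of medium. Signals are given as the log2 of the deposited SST-RMA intensities. The background of an array was taken as the 95th percentile of its 23 antigenomic control probe sets. It lay between 6.64 and 6.78, and the median of the negative control probe sets between 6.63 and 6.73. A signal just above this background is therefore weak evidence of expression. Where a gene was above background on neither array of a group, its fold change is a lower bound, the mean of the brighter group against the background of the other. Groups were compared by limma with a threshold of 0.05 on the adjusted p. Precision is limited by the number of arrays, and for KO minus WT by the 2 clones of each genotype. A difference between the genotypes may therefore be one between clones.

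Gpr137b itself gave a log2 signal of 11.50 in WT1 and 11.67 in WT2 without IL-4, and of 10.24 in KO1 and 11.12 in KO2. With IL-4 it gave 10.32 in WT1, 11.93 in WT2, 10.00 in KO1 and 10.82 in KO2. The KO minus WT difference was −0.90 without IL-4 (adjusted p = 0.993 from limma) and −0.72 with IL-4 (adjusted p = 1 from limma); without WT2 the latter turned to a log2 difference of 0.09. The paper's text does not state which part of the gene was edited, and a probe set outside that part checks nothing about the labels. Over the 8 arrays the Gpr137b signal correlated with that of its relative Gpr137b-ps (Pearson's r = 0.916). Their probes may share part of the signal, which was not tested.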

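IL-4 raised Mgl2 and Clec10a, C-type lectin genes known as markers of alternatively activated macrophages, in both genotypes. Mgl2 rose 98.8-fold in WT cells, from 8.97 ± 0.75 to 15.59 ± 0.50 on the log2 scale (SD, n = 2 clones, adjusted p = 0.00219 from limma). In KO cells it rose 115-fold, from 8.81 ± 0.45 to 15.66 ± 0.21 (SD, n = 2 clones, adjusted p = 0.00168 from limma). Clec10a, a paralog of Mgl2 whose probes may share part of its signal, rose 34.2-fold in WT cells (adjusted p = 0.00266) and 27.2-fold in KO cells (adjusted p = 0.00459). Azin2, an antizyme inhibitor of polyamine metabolism, rose at least 5.23-fold in WT cells (adjusted p = 0.0131) and at least 2.70-fold in KO cells (adjusted p = 0.0403). Smap2, an Arf GTPase-activating protein gene, rose 5.91-fold (adjusted p = 0.0251) and 6.59-fold (adjusted p = 0.0196). The chemokine gene Ccl22 rose at least 6.99-fold in WT cells (adjusted p = 0.042), and did not pass in KO cells (adjusted p = 1). Il1rap, the accessory protein of the interleukin-1 receptor, rose in WT cells (log2 fold change 2.07, adjusted p = 0.0494), with a log2 fold change of 1.84 in KO cells (adjusted p = 0.0857). In KO cells Rnf19b, an E3 ubiquitin ligase gene, rose 18.9-fold (adjusted p = 0.0386) and Ppp2r3a, a regulatory subunit of protein phosphatase 2A, at least 6.08-fold (adjusted p = 0.0403). In WT cells Rnf19b had a log2 fold change of 3.65 (adjusted p = 0.0676) and Ppp2r3a was at least 4.36-fold higher (adjusted p = 0.0842). With the clone as a fixed block, Il1rap also passed in KO cells (adjusted p = 0.0431), and Rnf19b and Ppp2r3a in WT cells (0.0017 and 0.0239).

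Of 36 measured genes of a list of IL-4 and M2 genes, 16 were above background on any array, 3 rose in WT cells and 2 in KO cells, and none fell. Adjusted over the list alone, 8 passed in WT cells, among them Cd36, Slc7a2 and Socs1, the last below background on all 8 arrays, and 4 in KO cells; with the clone as a fixed block Cd36 (0.00622) and Slc7a2 (0.037) passed over all probe sets in WT cells. The list stood above the other probe sets in WT cells (camera adjusted p = 1.13e-07, and adjusted p = 0.0291 with an estimated correlation). In KO cells it did so with the preset correlation only (camera adjusted p = 1.25e-05, and adjusted p = 0.053 with an estimated correlation). Arg1, the arginase gene, was above background in WT1 with IL-4 alone (at least 1.27-fold higher in WT cells, adjusted p = 0.177). Chil3, Retnla, Mrc1 and Ccl24, known M2 markers, stayed below background on all 8 arrays, between 3.48 and 6.22. The 28 cell cycle genes measured were lower as a list, with a median log2 fold change of −0.51 in WT cells (camera adjusted p = 0.000346, and adjusted p = 0.797 with an estimated correlation) and −0.64 in KO cells (3.25e-05 and 0.767). By clone the median was −1.04 in WT1, −0.09 in WT2, −0.98 in KO1 and −0.22 in KO2, and the adjusted p was 0.64 in WT cells without WT1 and 0.311 in KO cells without KO1. The 18 macrophage identity genes had a camera adjusted p of 0.0554 in WT cells (0.0475 without WT2, 0.0183 after quantile normalization, 0.0288 without the dimmest 40% of probe sets) and were lower in KO cells (0.0499, adjusted p = 0.744 with an estimated correlation, 0.0888 without KO1, 0.477 without KO2). Of them Fcgr1, an Fc receptor gene, and Aif1 passed as lower in WT cells over the list alone, and Fcgr1 over all probe sets in both genotypes with the fixed block (0.0236 and 0.0452). Of 27 inflammatory M1 genes none passed the threshold, and over the list alone Socs3 and Acod1 passed as higher in WT cells (camera adjusted p = 0.441 in WT and 0.579 in KO cells).

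In total 8 probe sets passed the threshold in WT cells and 7 in KO cells, all higher with IL-4, and 5 were called in both. Independent lists would share 0.0025. These lists are not independent, since both tests use the same estimate of the spread of each probe set. At an unadjusted p under 0.05 there were 855 and 615 probe sets, against 1110 expected by chance. The fit without a block leaves lasting differences between clones in the spread, so a count under chance is no evidence of no effect. With the clone as a fixed block, which compares the arrays of one clone, the counts were 35 (26 higher, 9 lower) and 25 (20 higher, 5 lower), with 21 in both. No call in either genotype held without KO1 or without KO2. Without WT1 or without WT2 more probe sets passed in both genotypes. The calls in KO cells then all held, but only part of those in WT cells did. Each of these fits leaves a single array in the groups of the genotype that lost a clone.

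**Figure D1:**
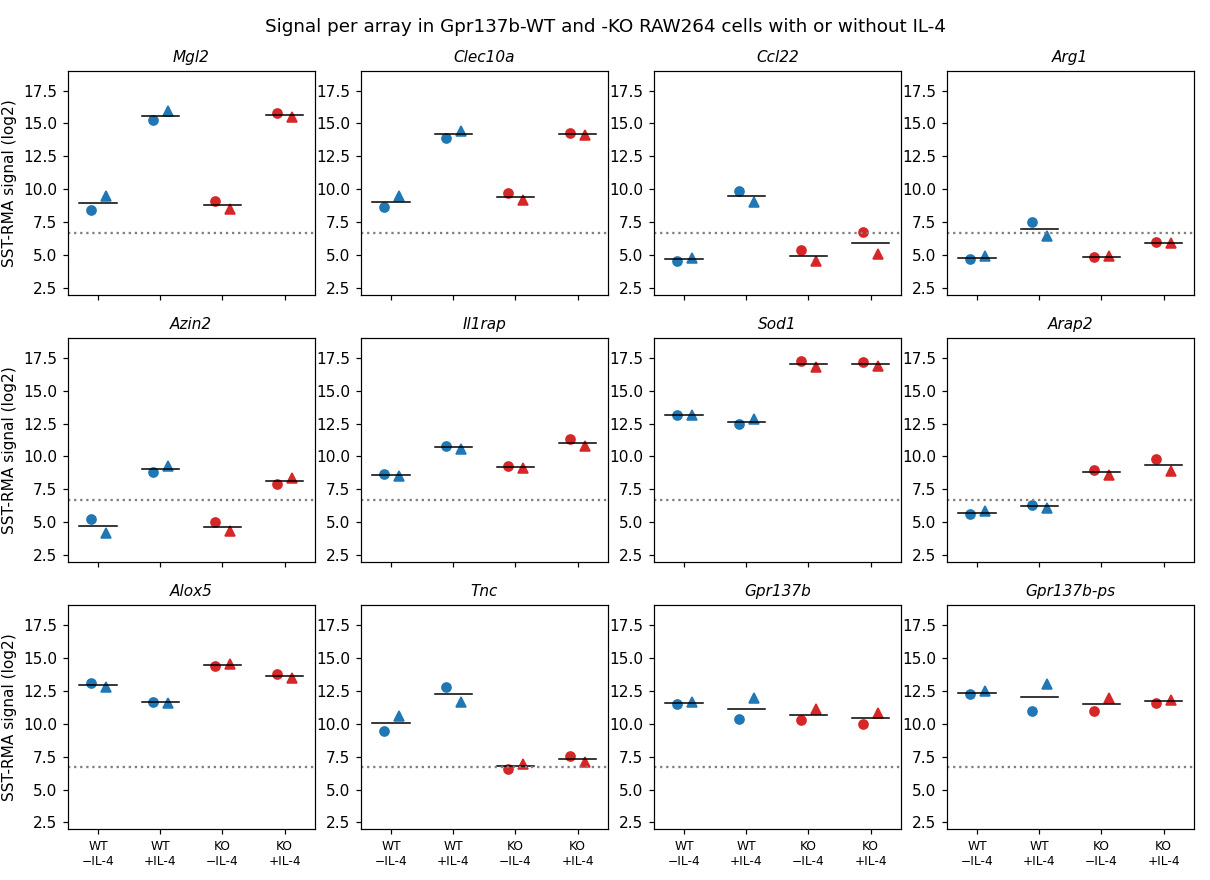
Log2 SST-RMA signal of 12 genes on the 8 arrays, by genotype (blue, WT; red, KO) and IL-4 treatment. Circles are clone 1, triangles clone 2, lines the mean and the dotted line the mean background, and Mgl2 and Clec10a are brighter with IL-4.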

Microarray and sample annotation data were deposited in Gene Expression Omnibus under accession number GSE117578. Direct link to the deposited data is available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE117578.

**Fig. 1:**
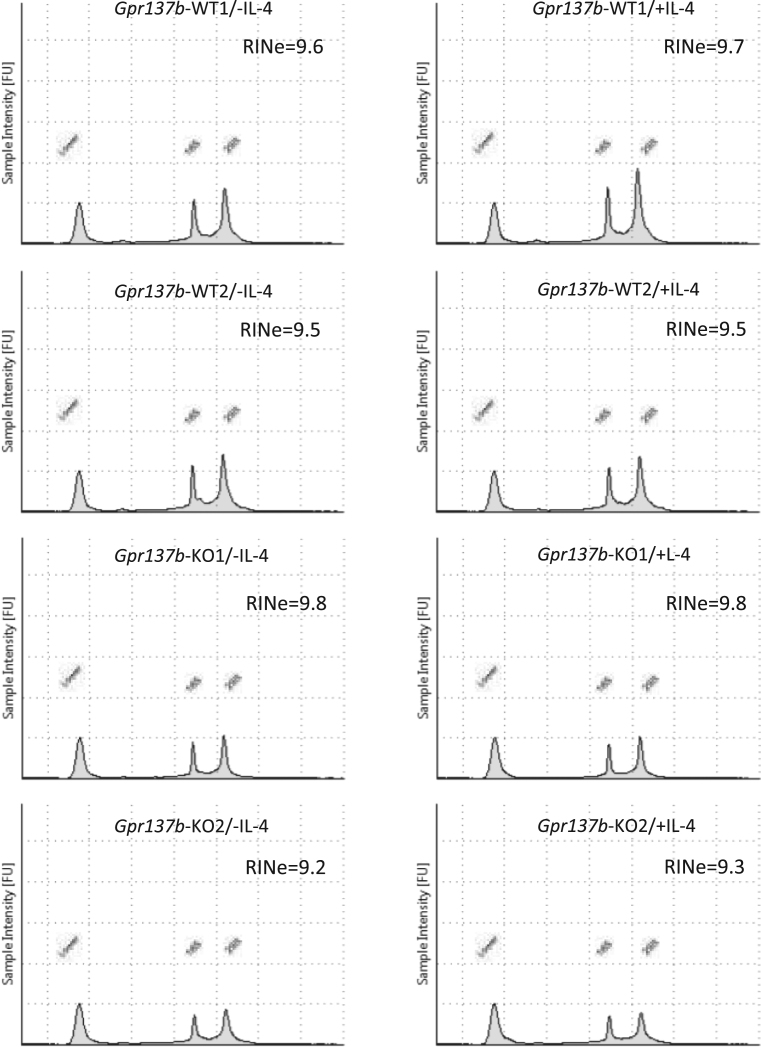
RNA integrity number equivalent (RINe) values of RNA samples used for microarray analysis.

## 2 Experimental design, materials and methods

### 2.1 Cell culture

RAW264 macrophages were obtained from RIKEN Bioresource Center (Tsukuba, Japan) and grown in EMEM culture medium (Wako, Osaka, Japan) supplemented with 10% fetal bovine serum (Thermo-Fischer, Waltham, MA, USA) and Antibiotic-Antimycotic (Sigma-Aldrich, St. Louise, MO, USA); it was then incubated in a humidified atmosphere with 5% CO_2_ at 37 °C. When the cells were treated with IL-4, the culture medium was replaced with serum-deprived and 0.1% BSA-containing EMEM medium to reduce background.

### 2.2 RNA isolation

Total RNA was isolated using RNAiso-Plus reagent (Takara-bio, Kusatsu, Japan) according to the manufacturer׳s protocol. RINe values were determined using Agilent 2200 TapeStation (Agilent, Santa Clara, CA, USA).

### 2.3 Microarray analysis

Comprehensive gene expression analysis was performed using the Clariom S Assay, mouse (Thermo-Fischer). Gpr137b-wildtype (WT) and -KO RAW264 cells (2 independent clones for each) with or without IL-4 treatment for 48 h were subjected to this analysis. A hundred ng of RNA was used for the following labeling reaction. cRNA and single strand (ss) cDNA were synthesized using Affymetrix® GeneChip® WT Plus Reagent according to the manufacturer׳s instruction. The ssDNA (5.5 μg) was then fragmented and biotin-labeled using GeneChip^®^ WT Terminal Labeling Kit (Thermo-Fischer) according to the manufacturer׳s manual. Labeled cRNA was hybridized for 17 h on the microarray using GeneChip Hybridization, Wash, and Stain Kit (Thermo-Fischer). To visualize fluorescence signals the microarray was scanned using the GeneChip^®^ Scanner 3000 7G.

### 2.4 Data processing

The quality of the experiment was assessed based on the values of pos vs neg auc and pm mean, which were calculated using the Affymetrix^®^ Expression Console software (Thermo-Fischer) (Table 1). 

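The log2 signal of the positive control probe sets was well above that of the negative control probe sets on every array. The median of 1324 positive controls lay between 10.62 in WT2 without IL-4 and 10.82 in WT1 with IL-4, and the median of 5222 negative controls between 6.63 and 6.73. The AUC recomputed from them lay between 0.8050 in WT2 without IL-4 and 0.8299 in WT2 with IL-4, and had the value of Table 1 on each of the 8 arrays. Raw perfect match intensities were not analysed here.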

CEL files were processed for each replicate and experimental condition using the Affymetrix^®^ Transcriptome Analysis Console software 4.0 (Thermo-Fischer). The CEL files were then subjected to normalization using the Signal Space Transformation-Robust Multiarray Analysis (SST-RMA) method [4] to generate CHP files. The comparability of the relative log expression signal across all samples are ensured (Fig. 2).

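After normalization the signal of the 8 arrays was spread alike. Over all 28846 rows the log2 quartiles were 4.67 to 4.84, 6.31 to 6.38 and 9.26 to 9.48 across arrays. The relative log expression, each value minus the median of its probe set over the 8 arrays, had a median between −0.016 and 0.013 for the 22206 probe sets. Its interquartile range was widest in WT1 without IL-4 (0.410) and WT2 without IL-4 (0.374). In KO clones it lay between 0.249 and 0.270, below every WT array. This difference was not tested.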

**Table 1:** Microarray outliers.

**Sample**	**GEO sample accession**	**pm_mean**	**pos_vs_neg_auc**
Gpr137b-WT1/-IL-4	GSM3304078	333.9	0.8257
Gpr137b-WT1/+IL-4	GSM3304079	474.5	0.8215
Gpr137b-WT2/-IL-4	GSM3304080	437.0	0.8050
Gpr137b-WT2/+IL-4	GSM3304081	367.4	0.8299
Gpr137b-KO1/-IL-4	GSM3304082	366.3	0.8150
Gpr137b-KO1/+IL-4	GSM3304083	366.8	0.8256
Gpr137b-KO2/-IL-4	GSM3304084	369.7	0.8202
Gpr137b-KO2/+IL-4	GSM3304085	377.5	0.8184

PM_mean, a probe-level metric, is the mean of perfect match raw intensities prior to data normalization. Pos_vs_neg_auc is the area under the curve (AUC) for a receiver operating characteristic (ROC) plot comparing signal values for the positive controls to the negative controls, and is a robust measure of the global quality of the data.

**Fig. 2:**
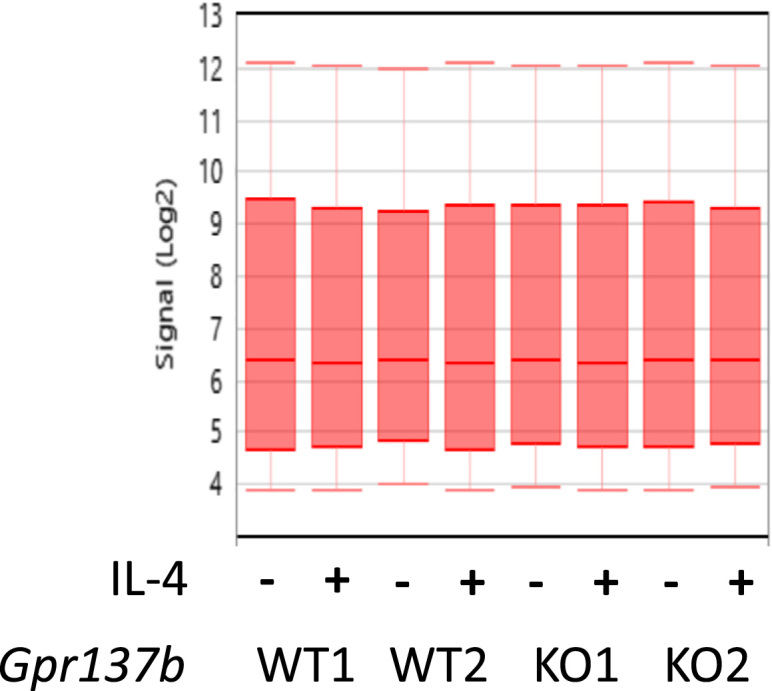
Signal box plots of array files after CHP normalization.

## Figures and Tables

**Fig. S1:**
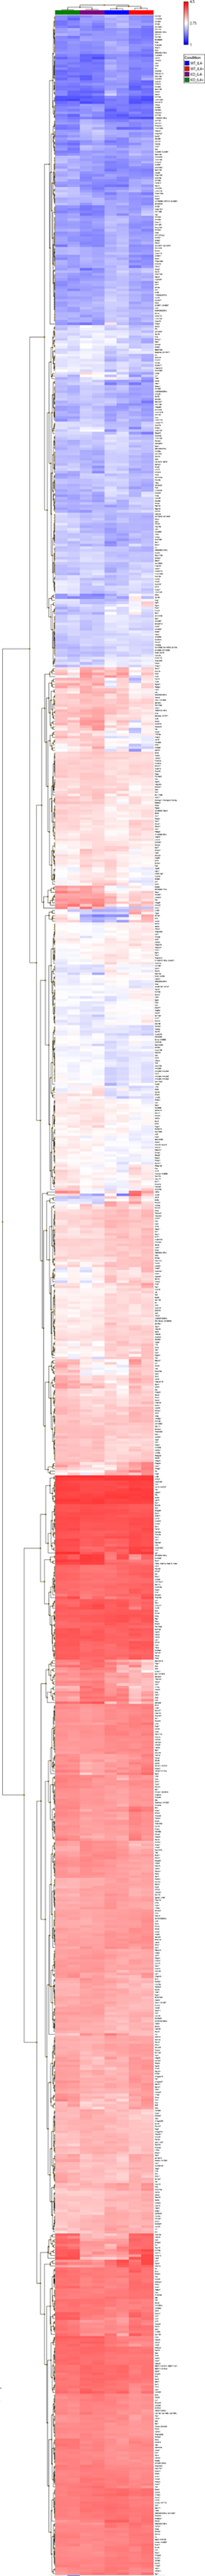
Heatmap visualizing gene expression in *Gpr137b*-WT and -KO RAW264 cells treated with or without IL-4. Hierarchical clustering of the genes and samples is also shown.

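Gpr137b-KO clones had a far higher signal of Sod1, which encodes cytosolic superoxide dismutase, than WT clones. Without IL-4 Sod1 was 14.5-fold higher, at 17.02 ± 0.30 against 13.16 ± 0.005 on the log2 scale (SD, n = 2 clones each, adjusted p = 0.00332 from limma). With IL-4 it was 20.6-fold higher (adjusted p = 0.0012 from limma). Slc6a4, the serotonin transporter gene, was at least 13.4-fold higher in KO cells without IL-4 (adjusted p = 0.0459) and had a log2 fold change of 3.61 with IL-4 (adjusted p = 0.0634, and 0.0373 with the clone as a random block). Arap2, another Arf GTPase-activating protein gene, was at least 4.37-fold higher without IL-4 (adjusted p = 0.0459) and at least 6.25-fold higher with it (adjusted p = 0.0354). With IL-4 the KO cells also had more Alox5, the 5-lipoxygenase gene, Ctsh, the cathepsin H gene, and Trem3, a myeloid receptor gene (log2 fold changes 2.03, 2.61 and 2.58), each with an adjusted p of 0.0423. Tnc, which encodes the matrix protein tenascin C, was lower in KO cells with IL-4 (log2 fold change −4.90, adjusted p = 0.0218). Without IL-4 they differed in the same direction, by up to 2.21 for Trem3 and −3.26 for Tnc, and did not pass (adjusted p = 0.132 to 0.175).

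No probe set passed the threshold for a difference of the IL-4 effect between KO and WT cells (lowest adjusted p = 1 from limma), also with the clone as a fixed or a random block. At an unadjusted p under 0.05 there were 338 probe sets, against 1110 expected by chance. Neither the lack of calls nor a count under chance shows that the effects were equal. The fit without a block leaves lasting differences between clones in the spread, which can raise these p-values. Ccl22, which had the smallest unadjusted p of this comparison, was below background in all 4 clones without IL-4. With IL-4 it read 9.90 in WT1, 9.03 in WT2, 6.75 in KO1 and 5.13 in KO2 (KO minus WT adjusted p = 0.171 from limma). It was above background in WT1 and WT2, and in KO1 barely so, with a background of 6.74 on that array. The IL-4 and M2 genes were lower as a list in KO than in WT cells with IL-4 (camera adjusted p = 0.002, and adjusted p = 0.175 with an estimated correlation). Their difference in IL-4 effects had a camera adjusted p of 0.169, and of 0.0015 without the dimmest 40%. That filter used the mean over all arrays, which a signal raised by IL-4 in WT cells alone also raises. It can therefore favour list members with the difference tested.

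In total 4 probe sets passed the threshold between KO and WT cells without IL-4, all higher in KO cells, and 7 with IL-4, 6 higher and 1 lower. Of these, 3 were called in both treatments (4 with a random block). Among all probe sets 980 without and 784 with IL-4 had an unadjusted p under 0.05, against 1110 expected by chance. A count under chance does not show that the genotypes were equal. The calls made with all arrays, that of Sod1 included, did not hold when KO1 or KO2 was left out. They all held without WT1 or without WT2, where more probe sets passed. Each of these fits leaves a single array in the groups of the genotype that lost a clone.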

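With all 22206 probe sets, the arrays of WT2 stood apart from the other 6 at the top split of the clustering (Euclidean distance, complete linkage). The 4 KO arrays were nearest to the other KO clone under the same treatment. The WT2 arrays were nearest to each other, and each WT1 array was nearest to a KO array. Between WT1 and WT2, 2139 probe sets without IL-4 and 1338 with IL-4 were at least 2-fold apart, compared with 359 and 326 between KO1 and KO2. Over the 18 probe sets past the threshold in any comparison, among them Mgl2, Clec10a, Sod1 and Tnc, all 8 arrays were nearest to the other clone of their group, and the top split followed IL-4. Over 466 probe sets with at least a 2-fold change and an unadjusted p under 0.05 in any comparison between groups, a choice made after the data were seen, the same pairing was found and the top split followed the genotype. Both sets were chosen by differences between these groups, so their grouping is not independent evidence of them. The paper uses the heatmap to visualize differential expression among the groups.

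**Figure D2:**
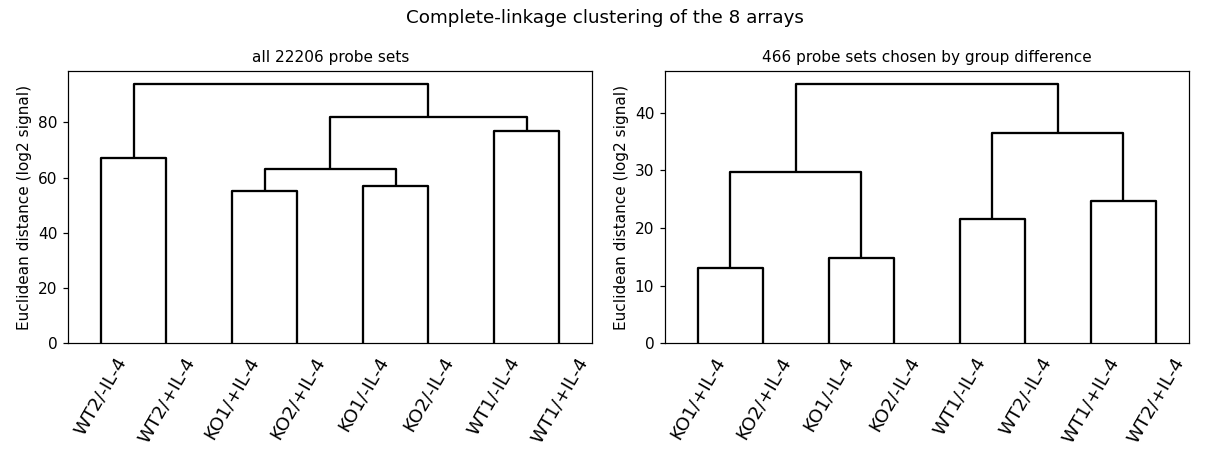
Dendrograms of the 8 arrays from all 22206 probe sets (left) and from 466 probe sets chosen by group difference (right). The vertical axis is the Euclidean distance of log2 signal; WT2 joins last on the left, and the groups pair on the right.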

How the deposited data were processed for this re-analysis (not part of the article)

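RNA of 4 RAW264 clones was measured on 8 mouse Clariom S arrays, 1 for each clone without IL-4 and 1 with IL-4 for 48 h. The authors processed the raw files in the Transcriptome Analysis Console by SST-RMA, and the submitters' notes name RMA. The deposited values are intensities on a linear scale: their log2 gives the quartiles shown in Fig. 2. The comparisons had been planned for log2 values, so the log2 was taken first. The deposited table holds 28846 rows, of which 6640 are control rows.

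Of the 22206 probe sets tested, 19572 have 1 gene symbol in the platform annotation used here, 2634 are unnamed here and none has several. Chromosomes of genes were taken from a RefSeq table of GRCm38.p6, since the authors' build is not given in the sources used here, and no positions are printed.

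Group differences were fitted with limma 3.58.1 in R 4.3.3 on all 8 arrays, with 1 mean for each of the 4 groups and no block. The 5 comparisons were the IL-4 effect in WT and in KO cells, the difference of these effects, and KO minus WT without and with IL-4. Benjamini-Hochberg adjustment ran over all probe sets within each comparison, with a threshold of 0.05. The arrays of one clone are paired by design. Over all probe sets the deviations from the group mean of the 2 arrays of a clone correlated at 0.354 in WT and 0.161 in KO cells, and the clone as a block was an alternative.

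Lists of 11 kinds of genes were written before the data were examined, as were the comparisons, their alternatives and the rule for named genes. Each was tested with camera of limma at a preset inter-gene correlation of 0.01, adjusted over the 11 lists of a comparison, and again with an estimated correlation. Of 55 tests, 18 passed with the preset correlation and 1 with an estimated one. Genes were named if they were Gpr137b or its relatives, members of a list, or among the 10 largest changes in each direction past the threshold that moved alike in every pair of arrays and carry a gene symbol that is not a predicted or clone-type name.

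Alternatives were quantile normalization, leaving out the dimmest 40% of probe sets, eBayes with a trend and robust, the clone as a fixed or random block, a fold change of at least 2 with an unadjusted p under 0.05, and leaving out each clone in turn.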

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

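The tests on chromosome 14 alone, on the segment of chromosome 1 and on Sod1 neighbours above background were chosen after the result was seen.

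Genes of chromosome 14 were brighter in WT1 than in the mean of the other clones, by a median of 0.52 on the log2 scale without IL-4 and 0.43 with IL-4 over 411 genes. This was the 1 chromosome shifted between the WT clones by over 0.2 in both treatments and beyond 1000 random gene sets. A gain of most of chromosome 14 in WT1 is a candidate explanation: 3 copies in place of 2 would give 0.585, and the first of 8 segments was not shifted (0.06 and −0.07). On chromosome 1 the 189 genes of the first 3 of 8 segments were brighter in WT2 by 0.49 and 0.47, and the others by 0.04 and 0.06. Between the KO clones, the 399 genes of chromosome 12 were brighter in KO2 than in KO1. The medians were 0.157 without and 0.121 with IL-4, under the limit of 0.2, and segments of this chromosome were not tested. Chromosome 14 does not account for the whole distance between the WT clones, since without its genes their root mean square difference was 0.624 without IL-4 and 0.560 with IL-4, above the 0.384 and 0.372 of the KO clones, and array noise is argued against by a correlation of 0.464 without the dimmest 40% of probe sets (0.354 over all) between the WT2 minus WT1 differences without and with IL-4, on different arrays. A lasting difference in gene activity stays open.

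Sod1 was higher in both KO clones, by 3.86 without IL-4 and 4.37 with IL-4 on the log2 scale. Of its 10 nearest neighbours 3 were above background on all arrays, so their median (at most 0.052) decides nothing about a gained segment. Over the 5 nearest genes on each side that were above background the medians were −0.14 without and −0.069 with IL-4. A gain to 3 copies in place of 2 would give 0.585, under the interval of the rise (3.30 to 4.42 without IL-4). These values argue against a gained segment that spans those genes. Beside Sod1, Tiam1 on one side differed by 0.765 without and 0.386 with IL-4, and Scaf4 on the other by −0.157 and −0.045. A gain limited to Sod1 or the sequence next to it was not tested. A change at the probes of Sod1, a chance property shared by the KO clones and an effect of losing Gpr137b stay open.

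The fitted KO minus WT difference of the IL-4 effect on Ccl22 was −3.82 on the log2 scale (adjusted p = 0.0296 over the list alone and 1 over all probe sets). It is not a measured size, since Ccl22 was below background in all 4 clones without IL-4 and in KO2 with IL-4, and Arg1 was so on all KO arrays. Whether all IL-4-induced genes responded less in KO cells could not be decided. Over 111 genes chosen by their mean IL-4 effect the median KO minus WT difference was −0.094. It was −0.106, 0.018, −0.302 and −0.259 in the 4 pairings of a KO with a WT clone. Their median IL-4 effect was 1.524 in WT and 1.364 in KO cells. With IL-4, Ccl22 itself differed by −3.525 between KO and WT cells (interval −4.744 to −2.305). Ccl22 had the smallest unadjusted p from limma for the difference of IL-4 effects. That it differed by more than these medians therefore decides nothing about a general weakening. A dependence of Ccl22 on Gpr137b, chance among the probe sets tested and a difference between clones stay open, since each genotype is 2 clones.

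Interferon-stimulated genes had a median difference of IL-4 effects of −0.467 between KO and WT cells (camera adjusted p = 0.0413, and adjusted p = 0.848 with an estimated correlation, 0.119 after quantile normalization, 0.162 without WT1, 0.081 without KO1 and 0.206 without KO2). Lysosome and mTORC1 genes had one of −0.091 (camera adjusted p = 0.0413, and adjusted p = 0.848 with an estimated correlation, 0.144 after quantile normalization, 0.479 without WT2, 0.081 without KO1 and 0.253 without KO2).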

How the results depend on the processing

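The clustering over 466 probe sets was chosen after the result was seen. No named gene past the threshold changed direction under an alternative, while genes that did not pass could, such as Gpr137b, and the counts moved. The IL-4 effect in WT cells (8 probe sets) gave 5 without the dimmest 40% of probe sets, 35 and 13 with the clone as a fixed and a random replicate block, 214 at a fold change of at least 2 with an unadjusted p under 0.05, and 0 to 26 when 1 clone was left out. The IL-4 effect in KO cells (7) gave 4 after quantile normalization, 4 without the dimmest 40%, 12 with a trend and robust, 25 and 13 with the blocks, 159 by fold change, and 0 to 47. The difference of the effects (0) gave 110 by fold change and 0 under all others. KO minus WT without IL-4 (4) gave 2 after quantile normalization, 1 without the dimmest 40%, 172 by fold change, and 0 to 100; with IL-4 (7) it gave 3 without the dimmest 40%, 176 by fold change, and 0 to 143. A fixed block cannot estimate KO minus WT; the random block gave 4 and 8.

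Where leaving out a clone moved a count, the lowest came without KO1 or KO2, when the spread rests on the WT clones, which lie farther apart, and the highest without WT1 or WT2; the clone left alone is then assumed to vary like the others. Without WT1, interferon-stimulated genes turned in KO minus WT without IL-4 (0.00216, range over the 4 clones 2.51e-27 to 0.0171), with IL-4 (4.09e-07, range 2.29e-20 to 0.839) and in the IL-4 effect in WT cells (range 0.0382 to 0.87). Without WT2, inflammatory M1 genes turned in KO minus WT with IL-4 (range 1.58e-06 to 0.59), cholesterol synthesis genes without IL-4 (7.06e-05 to 0.93), and cell cycle genes without IL-4 (0.000158, range 2.55e-26 to 0.0202) and in their difference of IL-4 effects (3.42e-05 to 0.331). Across all probe sets, which are not independent replicates, Pearson's r of the IL-4 effects in WT and KO cells (0.464) was 0.614 without the dimmest 40%, 0.664 over the 8 called probe sets and 0.302 to 0.425 with 1 clone left out; between single clones it was 0.012 for WT1 and WT2 and 0.161 to 0.316 for the other pairs. The largest median of relative log expression (0.0156) was 0.0252 without the dimmest 40%, and the clustering placed 8 arrays (from 4) with the other clone of their group over called probe sets and over the 466 probe sets.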

Differences from the paper's values

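The clustering over 466 probe sets was chosen after the result was seen. About 8 arrays in Fig. S1, read by eye, are joined first with the other clone of their group. Over all probe sets 4 of the 8 arrays were nearest to the other clone of their group. Of the alternatives set before the data were examined, the 1000 most variable probe sets, 1 minus Pearson correlation with average linkage, and leaving out the dimmest 40% of probe sets each gave 4, and the probe sets past the threshold in any comparison gave 8. The 466 probe sets also gave 8, with the top split by genotype.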

Other observations

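The WT clones differed more than the genotypes in interferon-stimulated and cell cycle genes. Interferon-stimulated genes were higher in WT2 than in WT1 by a median of 2.16 on the log2 scale without IL-4 and 1.62 with IL-4, and KO2 minus KO1 was −0.21 and −0.24. For cell cycle genes WT2 minus WT1 was −1.97 and −0.83, and KO2 minus KO1 −0.19 and 0.47. Interferon-stimulated genes were higher in KO cells without IL-4 (camera adjusted p = 0.000212, and adjusted p = 0.623 with an estimated correlation), turned to lower without WT1 (0.00216), and were not called with IL-4 (0.182); with IL-4 they were higher without WT2 (2.29e-20) or KO2 (0.0376) and lower without WT1 (4.09e-07). Cell cycle genes were higher in KO cells (0.000463 without and 0.00041 with IL-4, and adjusted p = 0.623 and 0.618 with an estimated correlation), and turned to lower without WT2 in cells without IL-4 (0.000158); with IL-4 the call was lost without WT2 (0.234) and without KO2 (0.0796). Within KO cells, interferon-stimulated genes were lower with IL-4 than without it (camera adjusted p = 0.00362, and adjusted p = 0.767 with an estimated correlation), a call lost without KO2. Within WT cells the list was not called (0.85). The median IL-4 effect was 0.21 in WT1, −0.33 in WT2, −0.34 in KO1 and −0.43 in KO2. Only WT1 had a positive median, so this contrast of the genotypes rests on that clone.

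Among other lists, lysosome and mTORC1 genes were higher with IL-4 in WT cells (camera adjusted p = 0.00126, adjusted p = 0.786 with an estimated correlation, 0.294 without WT2), and in KO minus WT with IL-4 were lower only with a random block (0.0493, from 0.053), without WT1 (1.82e-05) or without KO2 (0.0303). Cholesterol synthesis genes were higher in KO cells with IL-4 (0.000113, adjusted p = 0.354 with an estimated correlation, 0.0534 without WT2) and without it (0.014, adjusted p = 0.623 with an estimated correlation, 0.93 without WT2, 0.176 without KO2), and higher with IL-4 in KO cells (0.0163, adjusted p = 0.744 with an estimated correlation, 0.634 without KO1). In KO cells with IL-4, inflammatory M1 genes were lower (0.00901, adjusted p = 0.366 with an estimated correlation, 0.59 without WT2) and macrophage identity genes higher (0.0347, adjusted p = 0.366 with an estimated correlation, 0.212 without WT2, 0.184 without KO1). The 15 osteoclast genes passed in no comparison as a list (lowest camera adjusted p = 0.0789; KO minus WT with IL-4 0.0117 without WT1 and 0.0201 without KO2); Atp6v0d2, a proton pump subunit gene, passed over the list alone as higher with IL-4 and lower in KO cells, and over all probe sets for IL-4 in KO cells with a fixed or random block (0.0426 and 0.0372). The ATF4 amino acid response genes (lowest 0.0986; IL-4 in WT cells 0.0475 without WT2, KO minus WT with IL-4 0.0117 without WT1 and 0.0201 without KO2), the 9 MHC class II genes (0.0828), none above background, and the 29 markers of other cell types (0.11; 0.0409 without WT2 and 0.0393 without KO2), 2 of them above background on any array, passed in none.

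Between KO and WT clones 0 chromosomes were shifted by over 0.2 the same way in all pairings and beyond 1000 random gene sets. In the group means, chromosome 14 genes still had a median KO minus WT difference of −0.279 without and −0.252 with IL-4. The WT means include WT1, which was brighter for these genes than the other clones.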
